# Inflammatory and mitochondrial gene expression data in GPER-deficient cardiomyocytes from male and female mice

**DOI:** 10.1016/j.dib.2016.11.057

**Published:** 2016-11-23

**Authors:** Hao Wang, Xuming Sun, Jeff Chou, Marina Lin, Carlos M. Ferrario, Gisele Zapata-Sudo, Leanne Groban

**Keywords:** Cardiomyocyte, GPER, Knockout, Microarray, Mitochondria, Inflammation

## Abstract

We previously showed that cardiomyocyte-specific G protein-coupled estrogen receptor (GPER) gene deletion leads to sex-specific adverse effects on cardiac structure and function; alterations which may be due to distinct differences in mitochondrial and inflammatory processes between sexes. Here, we provide the results of Gene Set Enrichment Analysis (GSEA) based on the DNA microarray data from GPER-knockout versus GPER-intact (intact) cardiomyocytes. This article contains complete data on the mitochondrial and inflammatory response-related gene expression changes that were significant in GPER knockout versus intact cardiomyocytes from adult male and female mice. The data are supplemental to our original research article “Cardiomyocyte-specific deletion of the G protein-coupled estrogen receptor (GPER) leads to left ventricular dysfunction and adverse remodeling: a sex-specific gene profiling” (Wang et al., 2016) [1]. Data have been deposited to the Gene Expression Omnibus (GEO) database repository with the dataset identifier GSE86843.

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Heart disease, gene knockdown*
Type of data	*Tables*
How data was acquired	*Microarray data in cardiomyocytes generated using Affymetrix GeneAtlas 3*′*-IVT Express Kit*
Data format	*Analyzed*
Experimental factors	*Comparison of inflammatory and mitochondrial gene expression profiles of GPER-deficient versus intact cardiomyocytes from male and female mice*
Experimental features	*RNA isolation, global gene expression analysis, and bioinformatics analyses using Gene Set Enrichment Analysis (GSEA) software*
Data source location	*Wake Forest School of Medicine, Winston-Salem, NC, USA*
Data accessibility	*Dataset is within this article and available in the Gene Expression Omnibus with accession number GEO:*GSE86843.

**Value of the data**

• This dataset provides the complete list of altered genes related to mitochondria and inflammatory response in GPER-knockout versus intact cardiomyocytes from mice of both sexes.
• May facilitate further research that reveals the pathophysiology for sex-specific differences in heart disease.
• May serve as a benchmark for comparison with data obtained from estrogen receptor (ER) α and ERβ cardiomyocyte-specific knockout mice for further insight into the functional roles of the estrogen receptors in the maintenance of cardiac structure and function.
• May stimulate further research on the clinical potential of targeting GPER in the treatment of heart disease and other age-related disorders, in which mitochondrial dysfunction and inflammation have central roles in the underlying pathophysiology.

## 1 Data

To examine the differences in the mitochondrial and inflammatory response gene expressions between GPER-knockout and intact cardiomyocytes, microarray data were loaded into GSEA 2.0.1 software using GSEA gene sets “MITOCHONDRION (including 314 genes)” and “HALLMARK_INFLAMMATORY_RESPONSE (including 193 genes)” [1,2]. 

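The arrays cover cardiomyocytes of 16 mice, 4 each of female GPER KO, female intact, male GPER KO and male intact animals. Gper1, the deleted gene, has 1 probe set on the array, with log2 values of 2.64 to 3.11 over the 16 arrays. In females its mean was 2.79 ± 0.13 (SD, n = 4) in GPER KO and 2.87 ± 0.16 (SD, n = 4) in intact cardiomyocytes (two-sided exact permutation test, p = 0.457). In males the means were 2.78 ± 0.07 (SD, n = 4) and 2.77 ± 0.12 (SD, n = 4), with p = 0.971 from the same exact test. Where the probe set lies relative to the deleted part of the gene is not known here. A probe set outside that part checks nothing about the genotype labels. The signal of this probe set is also low, at percentile 24.3 of all probe sets. Whether a loss would be visible at that level was not assessed. The sex labels were checked on sex-linked genes of the intact mice. The Y-linked gene Eif2s3y was 4.20 higher (log2, standard error 0.20, adjusted p = 5.14e-09 from limma) in males. Its mean in female intact mice was 2.40, below the Gper1 values, so the size of this difference rests on a low signal. Xist, the RNA that silences 1 X chromosome in females, had a log2 difference of -3.28 (male minus female, standard error 0.20, adjusted p = 1.32e-07).

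The hearts were perfused with collagenase, and the ventricular cells were strained and spun at low speed, so the preparations are enriched for cardiomyocytes and were not sorted. The sample labels give the age of the mice as 15 weeks and the paper as 18 to 20 weeks. The authors normalized the arrays by robust multi-array average (RMA), and the deposited values are on a log2 scale. The array medians lay between 3.47 and 3.51, and the correlation between any pair of arrays was between 0.984 and 0.997 across probe sets. Of 45141 probe sets, 28898 carry 1 gene symbol, 551 carry several and 15692 carry none in the platform annotation used here. The probe set with the highest mean over all arrays stood for a gene, which left 17097 genes. They were tested with limma on the 4 group means, with Benjamini-Hochberg adjustment, and a gene is called here at an adjusted p under 0.05. All differences are GPER KO minus intact unless another direction is given.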

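GPER KO cardiomyocytes of both sexes had more transcript of Ndnf, which encodes a secreted neurotrophic factor, of Nppa, which encodes atrial natriuretic peptide, and of Ankrd1, a cardiac ankyrin repeat protein induced by stress. Ndnf had a log2 fold change of 1.44 in females (standard error 0.07, adjusted p = 2.71e-08 from limma) and 1.80 in males (standard error 0.07, adjusted p = 8.97e-10). Nppa had a log2 fold change of 1.18 in females (adjusted p = 0.0480) and 1.41 in males (adjusted p = 0.00903), each with a standard error of 0.24. Ankrd1 was higher by 1.15 in females (adjusted p = 0.000393) and by 0.72 in males (adjusted p = 0.0120), each with a standard error of 0.13. Amy1, an amylase gene, changed by -1.45 in females (adjusted p = 0.0135) and -1.97 in males (adjusted p = 0.00108), each with a standard error of 0.24.

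Limma called 48 genes in females, 21 higher and 27 lower in GPER KO, and 106 genes in males, 87 higher and 19 lower. In both sexes 17 genes were called, all in the same direction, where 0.298 would be shared by independent lists of these sizes. The 8 higher ones were Ankrd1, Fgl2, Jpt1, Mal, Ndnf, Nppa, Phlda3 and Rtn4. The 9 lower ones were Amy1, Ano10, Bckdhb, Ctnna3, Dcakd, Exoc2, Hdlbp, Ssbp2 and Ttll1. Fgl2, a fibrinogen-like protein, had a log2 fold change of 1.34 in females and 1.48 in males. For Phlda3, a target of p53, the values were 0.84 and 1.12, and for Ano10, a member of the anoctamin family, they were -0.95 and -0.79. Of the 48 genes called in females 43 had the same sign in males, and of the 106 called in males 99 had the same sign in females.

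Among the other genes called in females, Tmem184c had a log2 fold change of 1.45 (standard error 0.28, adjusted p = 0.0434), Phldb2 1.12, Ro60, an RNA-binding autoantigen, 0.93, Cabcoco1 -0.90 and Apbb1 -0.63. In males the higher genes included Lgals3, which encodes galectin-3, with 1.66 (standard error 0.28, adjusted p = 0.00953), Lcn2, which encodes lipocalin 2, with 1.08, and Tubb2a with 1.02. The lower ones included Dmd, which encodes dystrophin, with -2.26 (standard error 0.44, adjusted p = 0.0269), Pdgfd with -0.84, Prrg1 with -0.79 and Dpyd, an enzyme of pyrimidine breakdown, with -0.78. No gene passed limma's test of the difference between the sexes, for which 1875 genes had an unadjusted p under 0.05, against 855 expected by chance. The smallest adjusted p of that test was 0.322, and Mogs had the smallest unadjusted p, with a male minus female log2 difference of 0.57 (standard error 0.09).

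The female count was 24 without GPER KO 417, 31 without GPER KO 419, 20 without intact 421, 24 without intact 422, 159 without intact 425, 21 without GPER KO 426, 22 without GPER KO 427 and 13 from the female arrays alone. The male count was 53 without intact 430, 55 without GPER KO 431, 70 without GPER KO 432, 57 without intact 433, 54 without intact 452, 66 from the male arrays alone and 181 with array weights.

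**Figure D1:**
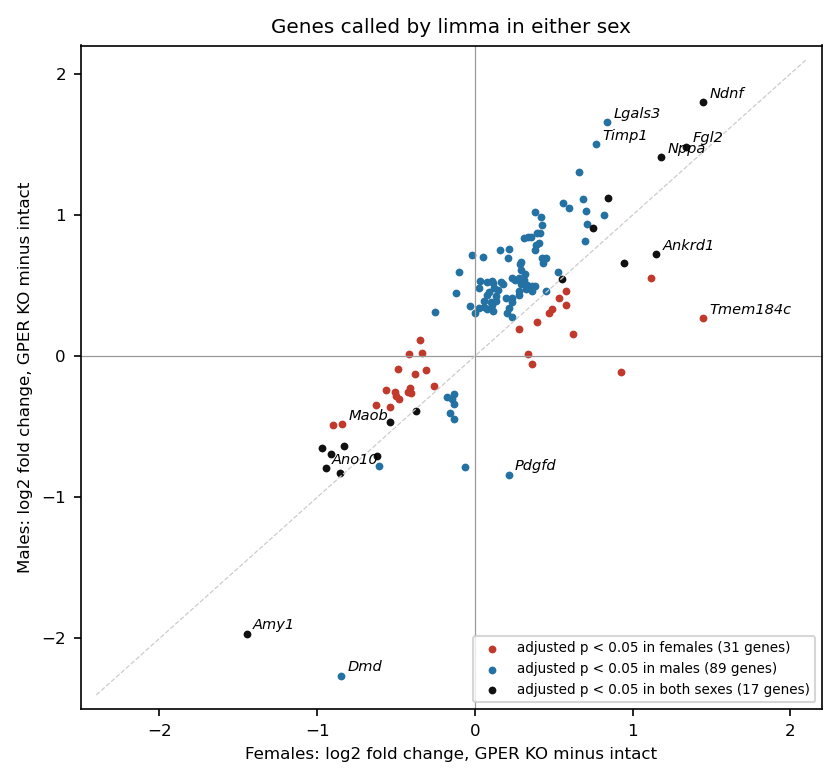
Log2 fold change (GPER KO minus intact) of the genes called by limma, in females on the horizontal axis and in males on the vertical axis. Each point is a gene, coloured by the sex in which it was called, and the dashed line marks equal change in both sexes. The 17 genes called in both sexes lie in the lower left and upper right.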

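Genes of mitochondrial fatty acid oxidation were lower in GPER KO cardiomyocytes of females, with 21 of 22 measured members below intact. The mean log2 fold change of this list was -0.26 (limma's camera test, adjusted p = 4.67e-08; adjusted p = 0.475 with an estimated correlation). It was -0.17 (adjusted p = 1.64e-07) without intact 421 and 422, a setting chosen after seeing the data, and on 422 the list lay 0.20 above the other female intact arrays. None of the 22 passed the test over all genes, and 13 were lower when adjusted over the list alone. Acot1, an acyl-CoA thioesterase, had a log2 fold change of -1.30 (standard error 0.28, adjusted p = 0.0759) and Eci1, an enoyl-CoA isomerase, -0.39 (standard error 0.09, adjusted p = 0.101). The list mean per array was 9.63 ± 0.01 (SD, n = 4) in female GPER KO and 9.89 ± 0.14 (SD, n = 4) in female intact mice, with no overlap between them. The exact permutation p was 0.0286, the smallest that 4 against 4 allow, and 0.175 after adjustment over 92 such tests.

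The other mitochondrial lists that fell in females concern the respiratory chain, the mitochondrial ribosome and amino acid breakdown. The citric acid cycle and pyruvate oxidation list stayed just short of the threshold in females. Of its 23 genes 18 were below intact, with a mean of -0.07 (camera, adjusted p = 0.0504). The exact permutation p of its list means was 0.0286, and 0.175 after adjustment over 92 such tests. Of 41 genes of complexes II to V, 35 were below intact, with a mean of -0.07 (camera, adjusted p = 0.000108; adjusted p = 0.605 with an estimated correlation), 0 were called and 3 were lower when adjusted over the list alone. Of 33 genes of complex I, 27 were below intact, with a mean of -0.06 (adjusted p = 0.00316; adjusted p = 0.690 with an estimated correlation), and 0 were called by either adjustment. Of 71 genes of the mitochondrial ribosome, 62 were below intact, with a mean of -0.12 (adjusted p = 3.32e-07; adjusted p = 0.690 with an estimated correlation), 0 were called and 1 was lower when adjusted over the list alone. The gene closest to the threshold in the last list was Mrpl23, with -0.33 (standard error 0.07, adjusted p = 0.0581). Of 18 genes of branched-chain amino acid and propionate breakdown, 12 were below intact, with a mean of -0.09 (adjusted p = 0.00627; adjusted p = 0.605 with an estimated correlation), and 7 were lower when adjusted over the list alone. The 2 called ones were Bckdhb, a subunit of the branched-chain ketoacid dehydrogenase, with -0.54 (standard error 0.08, adjusted p = 0.00372), and Pccb, a subunit of propionyl-CoA carboxylase, with -0.38 (standard error 0.07, adjusted p = 0.0223). This last list lost its call without female intact 418 (adjusted p = 0.0542; range over its alternatives up to 0.605). Leaving out intact 421 and 422, a setting chosen after seeing the data, brought its mean to -0.15 (adjusted p = 1.20e-05). In that setting the mean was -0.07 (adjusted p = 0.00128) for the mitochondrial ribosome and -0.04 (adjusted p = 0.0363) for complex I.

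In males lists of fuel breakdown and of the respiratory chain fell. For branched-chain amino acid and propionate breakdown, 15 of 18 genes were below intact, with a mean of -0.20 (camera, adjusted p = 1.38e-09; adjusted p = 0.0622 with an estimated correlation), Bckdhb was called, with -0.47 (standard error 0.08, adjusted p = 0.00693), and 7 genes were lower when adjusted over the list alone. For fatty acid oxidation 20 of 22 were below intact, with a mean of -0.17 (adjusted p = 2.82e-09; adjusted p = 0.159 with an estimated correlation), 0 were called and 5 were lower over the list alone. For the citric acid cycle and pyruvate oxidation 21 of 23 were below intact, with a mean of -0.11 (adjusted p = 2.07e-06; adjusted p = 0.158 with an estimated correlation), and 1, Pdp2, a phosphatase that activates pyruvate dehydrogenase, was called by either adjustment, with -0.45 (standard error 0.09, adjusted p = 0.0367). Complexes II to V (31 of 41 below intact, mean -0.02, adjusted p = 0.00960) and complex I (26 of 33 below intact, mean -0.03, adjusted p = 0.01) fell with no called gene, and had an adjusted p of 0.440 each with an estimated correlation. Complexes II to V had a mean of -0.03 without male intact 433 and -0.007 (adjusted p = 0.0776) without male intact 453. Complex I lost its call without male GPER KO 444 (mean -0.016, adjusted p = 0.112) or intact 453 (mean -0.018, adjusted p = 0.0742). In the mitochondrial ribosome 55 of 71 genes were above intact in males, with a mean of 0.05 that did not pass the test (adjusted p = 0.0519). The difference between the sexes for this list, male minus female, was 0.17 (camera, adjusted p = 3.87e-08; adjusted p = 0.752 with an estimated correlation).

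Of the 103 rows of Table 1 (mitochondrial genes, females), 92 were measured here, and 91 of these were below intact in female GPER KO, with a median log2 fold change of -0.20. Limma called 4 of them, Maob, a monoamine oxidase of the outer membrane, with -0.84 (standard error 0.11, adjusted p = 0.00231), Dut, with -0.43, Bckdhb and Pccb, and 34 when adjusted over the list alone. Among the uncalled genes with high scores were Ucp3, an uncoupling protein, with -0.56 (adjusted p = 0.292), Cox6b2 with -0.37 (adjusted p = 0.241) and Hspa1b with -0.72 (adjusted p = 0.700). Of the 63 rows of Table 2 (males), 52 were measured and all 52 were below intact in male GPER KO, with a median of -0.18. Limma called Bckdhb and Acat1, an enzyme of ketone body use, with -0.27 (adjusted p = 0.0269), and 9 genes when adjusted over the list alone. Dbt, another subunit of the branched-chain ketoacid dehydrogenase, had -0.55 (standard error 0.12, adjusted p = 0.0601). The study chose both tables on these arrays, so their counts are not independent evidence of direction. The calls adjusted over each table alone rest on the same choice, so that adjustment does not limit false calls. Both tables hold 26 genes, of which 22 were measured, and all 22 were below intact in both sexes.

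Markers of endothelial cells were below intact in 17 of 17 genes in both sexes, with a mean of -0.27 in females and -0.32 in males (exact permutation test of the list means, p = 0.200 and 0.143). The female mean was -0.17 without intact 422 and -0.02 (adjusted p = 0.912) without intact 421 and 422. On the array of female intact 422, 14 of 20 PPAR alpha targets, which include genes of fatty acid oxidation, had their highest value among the 4 female intact arrays.

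**Figure D2:**
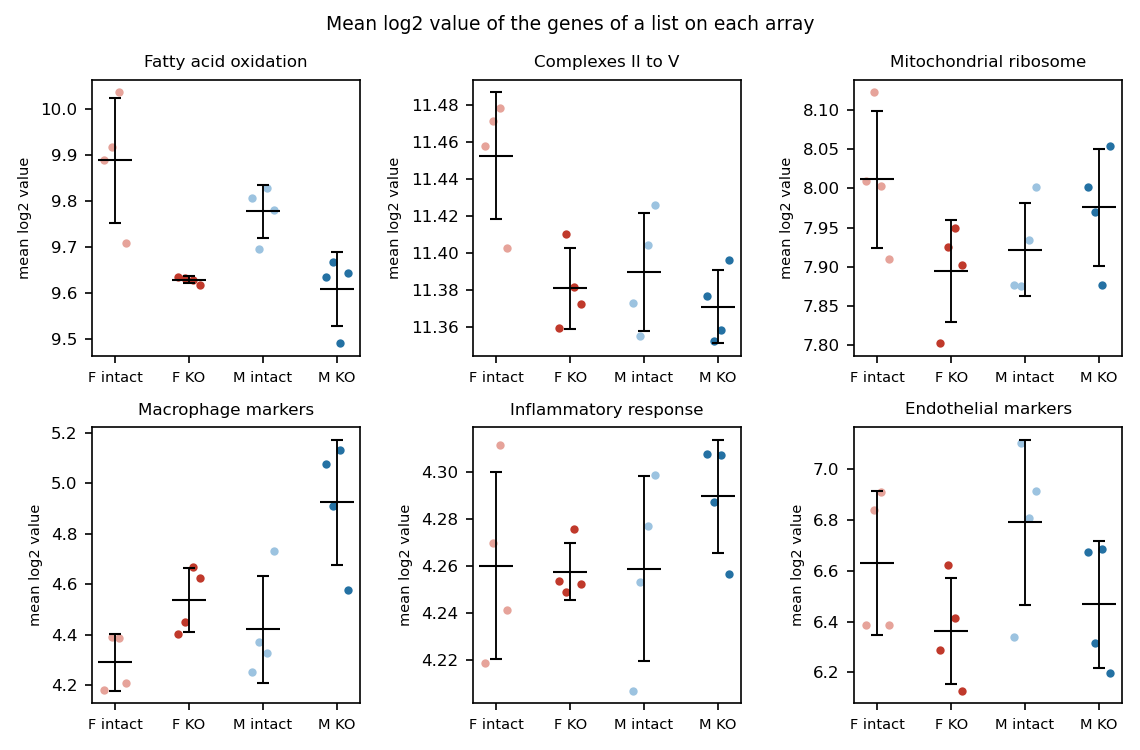
Mean log2 value of the genes of 6 lists on each array, by sex and genotype. Points are arrays, horizontal lines are group means and bars are 1 SD (n = 4 arrays per group). In fatty acid oxidation the GPER KO arrays lie below the intact arrays of the same sex.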

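In male GPER KO cardiomyocytes Timp1, a tissue inhibitor of metalloproteinases, had a log2 fold change of 1.5 (standard error 0.20, adjusted p = 0.00165 from limma). It was the called gene among 158 measured members of the inflammatory response list, and the 1 called when adjusted over the list alone. The other members were spread around 0, with 88 above and 70 below intact in males (camera, adjusted p = 0.577). In females 70 were above and 88 below intact, 0 were called and 1 was higher when adjusted over the list alone, the mean and median lay slightly below 0 and camera gave the direction up (adjusted p = 0.566). Timp1 in females had a value of 0.77 (standard error 0.20, adjusted p = 0.156).

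Of the 31 rows of Table 3 (inflammatory response genes, females), 29 were measured and 28 were above intact in female GPER KO, with a median log2 fold change of 0.18. Limma called 0 of them over all genes and 3 when adjusted over the list alone. Hif1a, the oxygen-regulated transcription factor subunit, had 0.57 (standard error 0.18, adjusted p = 0.215), Gnai3 0.47 (adjusted p = 0.406) and Pcdh7 0.30 (adjusted p = 0.387). Of the 36 rows of Table 4 (males), 33 were measured and 31 were above intact in male GPER KO, with a median of 0.24. Limma called Timp1 alone over all genes and 12 genes when adjusted over the list alone. Both tables share 11 genes, of which 10 were measured, and all 10 were above intact in both sexes. In males these had values such as 0.56 for Cdkn1a, a cell cycle inhibitor (standard error 0.24, adjusted p = 0.411), 0.49 for Cd14, a co-receptor for bacterial lipopolysaccharide (standard error 0.14, adjusted p = 0.146), 0.42 for Osmr, the oncostatin M receptor (adjusted p = 0.261), 0.33 for Myc (adjusted p = 0.128) and 0.31 for C3ar1, a complement receptor (adjusted p = 0.213). In females Ptpre had 0.30 (adjusted p = 0.0747), Myc 0.22, Stab1 0.21, Tlr2 0.11 and Ereg 0.10, with no call. The study chose both tables on these arrays, so these counts are not independent evidence of direction. For the same reason, adjustment over each table alone does not limit false calls here.

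Markers of macrophages rose in GPER KO of both sexes beside these genes. In males 22 of 23 markers were above intact, with a mean of 0.50 (camera, adjusted p = 1.09e-17; adjusted p = 0.158 with an estimated correlation), and 18 were higher when adjusted over the list alone. The 6 called ones were Ctss, a lysosomal cysteine protease, with 1.30 (standard error 0.26, adjusted p = 0.0320), Lyz2, a lysozyme, with 1.03 (standard error 0.19, adjusted p = 0.0210), Tyrobp with 0.83, Fcgr3 with 0.75, Mpeg1 with 0.70 and Cd68 with 0.70. In females 20 of 23 were above intact, with a mean of 0.25 (adjusted p = 1.37e-06; adjusted p = 0.640 with an estimated correlation), 0 were called and 4 were higher when adjusted over the list alone. Among the markers 1 belongs to the inflammatory response list and 2 to Table 4. The difference between the sexes, male minus female, was 0.26 (camera, adjusted p = 0.0121; adjusted p = 0.752 with an estimated correlation). It lost its call without female GPER KO 417 or 419 or male intact 452, without male GPER KO 431, and without male GPER KO 444, where it was 0.19 (adjusted p = 0.270). Within the 4 groups, the mean of the macrophage markers and the mean of the 31 measured genes of Table 4 that are not markers had a Pearson r of 0.713 over 16 arrays (permutation test, p = 0.00104) and a Spearman rho of 0.662 (permutation test, p = 0.00691). Without the 2 arrays farthest from the median r was 0.689, and this was the 1 relation of its kind computed. Whether the genes outside the marker list are also expressed by macrophages was not assessed, and no other gene set was compared. The relation therefore does not show that inflammatory genes of other cells follow the markers.

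Chemokines and cytokines rose in males, where 22 of 29 genes were above intact, with a mean of 0.12 (camera, adjusted p = 0.00594; adjusted p = 0.398 with an estimated correlation). The chemokines Ccl9 and Ccl8 were called, with 0.84 (standard error 0.16, adjusted p = 0.0267) and 0.76 (standard error 0.15, adjusted p = 0.0255), and 4 genes were higher when adjusted over the list alone. The list lost its call without male intact 430 (0.08, adjusted p = 0.0541) or GPER KO 444 (adjusted p = 0.0634). Genes of the interferon response fell in males, with 20 of 26 below intact and a mean of -0.08 (adjusted p = 0.00851; adjusted p = 0.440 with an estimated correlation), and 0 were called by either adjustment. Their mean was -0.13 without male intact 430, -0.05 (adjusted p = 0.0782) without male intact 433 and -0.02 (adjusted p = 0.379) without male GPER KO 451.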

The altered individual mitochondrial and inflammatory genes in GPER knockout versus intact cardiomyocytes from both sexes are presented in Table 1, Table 2, Table 3, Table 4.

## 2 Experimental design, materials and methods

### 2.1 Cardiomyocyte isolation from GPER KO and GPER-intact or wild-type mice

Mice at 18–20 weeks of age were injected i.p. with 200 µl heparin (Sagent Pharmaceutical Inc., Schaumburg, IL, 100 IU/mouse) 10 min prior to anesthesia with pentobarbital (Akorn Inc., Lake Forest, IL, 100 mg/kg body weight) by i.p. injection. Upon verification of deep anesthesia by the absence of response to tail/toe pinches, the heart was quickly removed and trimmed in an ice-cold, calcium-free perfusion buffer (126 mM NaCl, 4.4 mM KCl, 1 mM MgCl2, 4 mM NaHCO3, 10 mM HEPES, 11 mM glucose, 30 mM 2,3-butanedine monoxime [Sigma, St. Louis, MO], 5 mM taurine [Sigma], pH 7.35). The heart was then cannulated through the aorta on an Easycell System for Cardiomyocyte Isolation (Harvard Apparatus, Holliston, MA) and perfused at 37 °C with calcium-free perfusion buffer at a flow rate of 3 ml/min for 4–5 min until the effluent became clear. The heart was switched to digestion buffer (perfusion buffer plus 50 µM CaCl2 and 0.5 mg/ml collagenase II [Worthington Biochemical Corp., Freehold, NJ]), and perfused for 10–15 min at a flow rate of 4 ml/min until the heart was pale and flaccid. The heart was pulled from the cannula and the ventricles were transferred to a 60-mm sterile dish containing 5 ml of transfer buffer (perfusion buffer plus 0.1 mM CaCl2 and 2% bovine serum albumin [Sigma]) and cut into small pieces. The minced tissue was incubated in a 37 °C water bath for 10 min. The cell suspension was filtered through a 100-μm mesh cell strainer (BD Biosciences, San Jose, CA) to remove tissue debris and spun at 420 rpm at room temperature for 2 min. After removing the supernatant, cardiomyocytes were washed with 1 ml of PBS and centrifuged at 1500 rpm at 4 °C for 3 min. The cells were suspended in 1 ml of QIAzol (Qiagen Inc, Valencia, CA), mixed, and homogenized before storing at −80 °C.

### 2.2 DNA microarray assay

Total RNA was isolated from cardiomyocytes using the RNeasy Lipit Tissue Mini Kit (Qiagen Inc) and further purified using RNeasy MinElute Cleanup Kit (Qiagen Inc) followed by quality assessment on an Agilent 2100 bioanalyzer. Samples with RIN values >8.0 and a 260/280 ratio between 1.8 and 2.1 were carried forward for cRNA synthesis and hybridization to GeneAtlas MG-430 PM Array Strips (Affymetrix, Santa Clara, CA) following the manufacturer׳s recommended protocol [3]. Briefly, approximately 250 ng of purified total RNA was reverse transcribed and biotin labeled to produce biotinylated cRNA targets according to the standard Affymetrix GeneAtlas 3′-IVT Express labeling protocol (GeneAtlas 3′ IVT Expression Kit User Manual, P/N 702833 Rev. 4, Affymetrix). Following fragmentation, 6 μg of biotinylated cRNA was hybridized for 16 h at 45 °C on the Affymetrix GeneAtlas Mouse MG-430 PM Array Strip. Strips were washed and stained using the GeneAtlas Fluidics Station according to standard Affymetrix operating procedures (GeneAtlas™ System User׳s Guide, P/N 08-0306 Rev. A January 2010). Strips were subsequently scanned using the GeneAtlas Imager system according to the standard Affymetrix protocol. Fluidics control, scan control, and data collection were performed using the GeneAtlas Instrument Control Software version 1.0.5.267. All microarray analyses were performed by the Wake Forest School of Medicine Microarray Shared Resource Core.

### 2.3 Gene set enrichment analysis (GSEA)

GSEA was performed to determine whether genes belonging to a biological pathway or a previously determined functional group were significantly overrepresented at the top or bottom of a ranked gene list compared to controls without a predefined cut-off value. This bioinformatic tool evaluates all significantly measured targets derived from a microarray experiment at the level of gene sets, which are defined based on prior biological knowledge. Thus, biologically relevant information is not missed by losing target genes due to an “arbitrarily” chosen cut-off value [4]. 

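Mitochondrial genes lay towards the lower end of the ranking in female GPER KO cardiomyocytes. When 17097 genes were ranked by the difference of mean log2 values, the union of the mitochondrial lists (266 measured genes) had a GSEA running-sum score of -0.482 in females. Among the 70 assignments of genotype to the 8 female arrays, 2 gave a score as far from 0 (two-sided exact permutation test, p = 0.0286, the smallest possible). In the female comparison 211 of the 266 genes were below intact, 2 were called lower and 17 were lower when adjusted over the list alone, with 1 higher. In males the score was -0.377 (exact permutation test, p = 0.171), with 158 of 266 below intact, 1 called higher and 3 called lower, and 3 higher and 7 lower when adjusted over the list alone. The gene called higher was Timm10, a chaperone of mitochondrial protein import, with a log2 fold change of 0.38 (adjusted p = 0.00373).

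The inflammatory response list (158 measured genes) had a score of 0.260 in females (exact permutation test, p = 0.571; -0.218 without intact 418) and 0.340 in males (exact permutation test, p = 0.400). The female mitochondrial score lost its call without GPER KO 417 (-0.436), intact 418 (-0.404), GPER KO 419 (-0.501), intact 425 (-0.477), GPER KO 426 (-0.459) or GPER KO 427 (-0.504), with exact p up to 0.143, and with the signal-to-noise ratio as the ranking (-0.305, exact p = 0.286).

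The rank metric scores that the paper lists for single genes follow GSEA's signal-to-noise ratio, the difference of group means over the sum of group SDs. Computed here with GSEA's lower limit of 0.2 times the mean on each SD, this ratio lay within 0.001 of the paper's score for 183 of the 206 table genes measured, 81 in Table 1, 48 in Table 2, 25 in Table 3 and 29 in Table 4. The direction was intact minus GPER KO in Tables 1 to 3 and GPER KO minus intact in Table 4. On log2 values the lower limit replaced the SD of both groups for 99.96% of all genes in females and 99.98% in males, and for all 206 table genes, so the score of these genes does not use the spread between animals. The paper lists the genes of its 4 tables as the core enrichment of its mitochondrial and inflammatory response gene sets in each sex. The full membership of those gene sets was not used here, and the lists tested are not those sets.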

In this study, expression data of all 21,782 genes were compared against functional gene sets to determine whether any of these sets were enriched in GPER KO cardiomyocytes vs. intact cardiomyocytes.

## Figures and Tables

**Table 1:** Core enrichment gene list of GSEA for mitochondrial genes in female mice.

	**Gene symbol**	**Gene title**	**Rank in gene list**	**Rank metric score**	**Enrichment score**
1	HMGCS2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (mitochondrial)	37	0.274	0.0158
2	MAOB	monoamine oxidase B	39	0.272	0.0332
3	COX6B2	cytochrome c oxidase subunit VIb polypeptide 2 (testis)	48	0.261	0.0495
4	HSPA1B	heat shock 70 kDa protein 1B	63	0.244	0.0645
5	UCP3	uncoupling protein 3 (mitochondrial, proton carrier)	70	0.237	0.0794
6	ALAS2	aminolevulinate, delta-, synthase 2 (sideroblastic/hypochromic anemia)	206	0.175	0.0843
7	BCKDHB	branched chain keto acid dehydrogenase E1, beta polypeptide (maple syrup urine disease)	222	0.172	0.0946
8	DUT	dUTP pyrophosphatase	311	0.159	0.1007
9	HTRA2	HtrA serine peptidase 2	313	0.158	0.1107
10	ME3	malic enzyme 3, NADP(+)-dependent, mitochondrial	431	0.145	0.1146
11	GSTZ1	glutathione transferase zeta 1 (maleylacetoacetate isomerase)	575	0.134	0.1165
12	ACOT2	acyl-CoA thioesterase 2	647	0.13	0.1215
13	PCCB	propionyl Coenzyme A carboxylase, beta polypeptide	660	0.13	0.1293
14	TIMMDC1	Translocase of inner mitochondrial membrane domain-containing protein 1	795	0.124	0.1309
15	RAF1	v-raf-1 murine leukemia viral oncogene homolog 1	851	0.121	0.1361
16	TMEM143	transmembrane protein 143	880	0.12	0.1425
17	NME4	non-metastatic cells 4, protein expressed in	920	0.119	0.1483
18	ACP6	acid phosphatase 6, lysophosphatidic	975	0.116	0.1532
19	FXN	frataxin	1014	0.114	0.1587
20	CRY1	cryptochrome 1 (photolyase-like)	1065	0.112	0.1636
21	HSD3B2	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 2	1079	0.112	0.1701
22	ABCB8	ATP-binding cassette, sub-family B (MDR/TAP), member 8	1234	0.107	0.1698
23	GCDH	glutaryl-Coenzyme A dehydrogenase	1258	0.107	0.1756
24	CASP7	caspase 7, apoptosis-related cysteine peptidase	1424	0.102	0.1744
25	MYL10	myosin, light chain 10, regulatory	1446	0.102	0.18
26	BCAT2	branched chain aminotransferase 2, mitochondrial	1546	0.099	0.1817
27	BZRAP1	benzodiazapine receptor (peripheral) associated protein 1	1591	0.098	0.186
28	MECR	mitochondrial trans-2-enoyl-CoA reductase	1638	0.097	0.19
29	MTIF3	Mitochondrial Translational Initiation Factor 3	1773	0.094	0.1898
30	BCL2L10	BCL2-like 10 (apoptosis facilitator)	1825	0.093	0.1934
31	ACADS	acyl-Coenzyme A dehydrogenase, C-2 to C-3 short chain	1827	0.093	0.1993
32	ECSIT	ECSIT homolog (Drosophila)	1946	0.091	0.1996
33	MRPL23	mitochondrial ribosomal protein L23	1970	0.09	0.2043
34	MRPS15	mitochondrial ribosomal protein S15	2039	0.089	0.2068
35	MRPS28	mitochondrial ribosomal protein S28	2158	0.087	0.2068
36	TBRG4	transforming growth factor beta regulator 4	2223	0.085	0.2093
37	SLC25A22	solute carrier family 25 (mitochondrial carrier: glutamate), member 22	2236	0.085	0.2142
38	MRPS11	mitochondrial ribosomal protein S11	2257	0.085	0.2187
39	BCKDHA	branched chain keto acid dehydrogenase E1, alpha polypeptide	2321	0.084	0.2211
40	TRIAP1	TP53 regulated inhibitor of apoptosis 1	2336	0.084	0.2258
41	FDXR	ferredoxin reductase	2407	0.082	0.2278
42	RHOT2	ras homolog gene family, member T2	2434	0.082	0.2319
43	MRPS24	mitochondrial ribosomal protein S24	2473	0.081	0.2353
44	MRPS35	mitochondrial ribosomal protein S35	2493	0.081	0.2396
45	MTCH1	mitochondrial carrier homolog 1 (C. elegans)	2494	0.081	0.2447
46	BCKDK	branched chain ketoacid dehydrogenase kinase	2503	0.081	0.2495
47	MRPS21	mitochondrial ribosomal protein S21	2584	0.079	0.2509
48	SHMT2	serine hydroxymethyltransferase 2 (mitochondrial)	2609	0.079	0.2548
49	PCK2	phosphoenolpyruvate carboxykinase 2 (mitochondrial)	2761	0.077	0.2527
50	CPT1A	carnitine palmitoyltransferase 1A (liver)	2776	0.076	0.2569
51	DMGDH	dimethylglycine dehydrogenase	2946	0.074	0.2538
52	MSTO1	misato homolog 1 (Drosophila)	3029	0.073	0.2546
53	DGUOK	deoxyguanosine kinase	3045	0.073	0.2586
54	PET112	glutamyl-TRNA(Gln) amidotransferase, subunit B	3058	0.072	0.2626
55	AMACR	alpha-methylacyl-CoA racemase	3069	0.072	0.2668
56	MRPS22	mitochondrial ribosomal protein S22	3103	0.072	0.2699
57	ABCF2	ATP-binding cassette, sub-family F (GCN20), member 2	3118	0.072	0.2738
58	ECI2	Enoyl-CoA Delta Isomerase 2	3129	0.072	0.2779
59	TXNRD2	thioredoxin reductase 2	3191	0.071	0.2796
60	TMEM186	Transmembrane Protein 186	3236	0.07	0.2821
61	PINK1	PTEN induced putative kinase 1	3351	0.069	0.2812
62	ALDH4A1	aldehyde dehydrogenase 4 family, member A1	3430	0.068	0.2819
63	PITRM1	pitrilysin metallopeptidase 1	3500	0.067	0.283
64	PDK4	pyruvate dehydrogenase kinase, isozyme 4	3548	0.067	0.2851
65	MIPEP	mitochondrial intermediate peptidase	3577	0.066	0.288
66	MRPL40	mitochondrial ribosomal protein L40	3589	0.066	0.2918
67	TAMM41	TAM41 Mitochondrial Translocator Assembly And Maintenance Homolog	3780	0.064	0.287
68	MSRB2	methionine sulfoxide reductase B2	3929	0.063	0.2841
69	SURF1	surfeit 1	3949	0.062	0.2872
70	ATP5G2	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit C2 (subunit 9)	3962	0.062	0.2907
71	SPG7	spastic paraplegia 7, paraplegin (pure and complicated autosomal recessive)	3988	0.062	0.2935
72	BCS1L	BCS1-like (yeast)	4000	0.062	0.2969
73	ALDH5A1	aldehyde dehydrogenase 5 family, member A1 (succinate-semialdehyde dehydrogenase)	4110	0.061	0.2957
74	MARS2	methionine-tRNA synthetase 2 (mitochondrial)	4164	0.06	0.2971
75	CLN3	ceroid-lipofuscinosis, neuronal 3, juvenile (Batten, Spielmeyer-Vogt disease)	4185	0.06	0.3
76	FIS1	fission 1 (mitochondrial outer membrane) homolog (S. cerevisiae)	4205	0.06	0.303
77	POLG	polymerase (DNA directed), gamma	4255	0.059	0.3045
78	TUFM	Tu translation elongation factor, mitochondrial	4299	0.059	0.3062
79	POLG2	polymerase (DNA directed), gamma 2, accessory subunit	4333	0.059	0.3085
80	PMAIP1	phorbol-12-myristate-13-acetate-induced protein 1	4394	0.058	0.3094
81	COX11	COX11 homolog, cytochrome c oxidase assembly protein (yeast)	4427	0.058	0.3116
82	OGDH	oxoglutarate (alpha-ketoglutarate) dehydrogenase (lipoamide)	4436	0.058	0.3149
83	COX15	COX15 homolog, cytochrome c oxidase assembly protein (yeast)	4447	0.058	0.3181
84	MCAT	malonyl CoA:ACP acyltransferase (mitochondrial)	4527	0.057	0.3181
85	DECR1	2,4-dienoyl CoA reductase 1, mitochondrial	4638	0.056	0.3166
86	CASP8	caspase 8, apoptosis-related cysteine peptidase	4729	0.055	0.3159
87	TIMM17B	translocase of inner mitochondrial membrane 17 homolog B (yeast)	4752	0.055	0.3184
88	TIMM50	translocase of inner mitochondrial membrane 50 homolog (S. cerevisiae)	4791	0.055	0.3201
89	MRPS10	mitochondrial ribosomal protein S10	4848	0.054	0.321
90	AGPAT5	1-acylglycerol-3-phosphate O-acyltransferase 5 (lysophosphatidic acid acyltransferase, epsilon)	4921	0.053	0.3211
91	GBAS	glioblastoma amplified sequence	4930	0.053	0.3241
92	HSD17B10	Hydroxysteroid (17-Beta) Dehydrogenase 10	4977	0.053	0.3253
93	OXA1L	oxidase (cytochrome c) assembly 1-like	5075	0.052	0.3241
94	ETFB	electron-transfer-flavoprotein, beta polypeptide	5085	0.052	0.327
95	MRPL10	mitochondrial ribosomal protein L10	5190	0.051	0.3254
96	PHB2	prohibitin 2	5222	0.051	0.3272
97	COQ4	coenzyme Q4 homolog (S. cerevisiae)	5242	0.05	0.3295
98	SDHC	succinate dehydrogenase complex, subunit C, integral membrane protein, 15kDa	5276	0.05	0.3312
99	FDX1	ferredoxin 1	5338	0.049	0.3315
100	THG1L	tRNA-histidine guanylyltransferase 1-like (S. cerevisiae)	5342	0.049	0.3345
101	AIFM3	Apoptosis Inducing Factor, Mitochondria Associated 3	5344	0.049	0.3377
102	SLC25A15	solute carrier family 25 (mitochondrial carrier; ornithine transporter) member 15	5345	0.049	0.3408
103	PTGES2	prostaglandin E synthase 2	5367	0.049	0.343

**Table 2:** Core enrichment gene list of GSEA for mitochondrial genes in male mice.

	**Gene symbol**	**Gene title**	**Rank in gene list**	**Rank metric score**	**Enrichment score**
1	DBT	dihydrolipoamide branched chain transacylase E2	199	0.195	0.009
2	CRY1	cryptochrome 1 (photolyase-like)	255	0.181	0.023
3	BCKDHB	branched chain keto acid dehydrogenase E1, beta polypeptide (maple syrup urine disease)	440	0.151	0.028
4	MAOB	monoamine oxidase B	458	0.149	0.041
5	HMGCS2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (mitochondrial)	631	0.132	0.045
6	PDK4	pyruvate dehydrogenase kinase, isozyme 4	1006	0.106	0.037
7	ABCB7	ATP-binding cassette, sub-family B (MDR/TAP), member 7	1092	0.102	0.042
8	DUT	dUTP pyrophosphatase	1286	0.095	0.042
9	METAP1D	Methionyl Aminopeptidase Type 1D (Mitochondrial)	1303	0.094	0.050
10	GSTZ1	glutathione transferase zeta 1 (maleylacetoacetate isomerase)	1346	0.092	0.057
11	UCP3	uncoupling protein 3 (mitochondrial, proton carrier)	1489	0.088	0.058
12	NR3C1	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	1533	0.087	0.064
13	MUT	methylmalonyl Coenzyme A mutase	1581	0.086	0.070
14	OPA1	optic atrophy 1 (autosomal dominant)	1820	0.079	0.066
15	NDUFS5	NADH dehydrogenase (ubiquinone) Fe-S protein 5, 15kDa (NADH-coenzyme Q reductase)	2107	0.073	0.059
16	ASAH2	N-acylsphingosine amidohydrolase (non-lysosomal ceramidase) 2	2134	0.073	0.065
17	ACOT2	acyl-CoA thioesterase 2	2138	0.073	0.071
18	MTIF2	mitochondrial translational initiation factor 2	2203	0.071	0.075
19	MSRB3	methionine sulfoxide reductase B3	2277	0.070	0.078
20	RAF1	v-raf-1 murine leukemia viral oncogene homolog 1	2334	0.069	0.082
21	GLUD1	glutamate dehydrogenase 1	2407	0.068	0.084
22	ALDH5A1	aldehyde dehydrogenase 5 family, member A1 (succinate-semialdehyde dehydrogenase)	2408	0.068	0.091
23	NLRP5	NLR Family, Pyrin Domain Containing 5	2469	0.066	0.094
24	DLD	dihydrolipoamide dehydrogenase	2485	0.066	0.099
25	PDK1	pyruvate dehydrogenase kinase, isozyme 1	2529	0.065	0.103
26	AASS	aminoadipate-semialdehyde synthase	2537	0.065	0.109
27	LDHD	lactate dehydrogenase D	2610	0.063	0.111
28	COX6B2	cytochrome c oxidase subunit VIb polypeptide 2 (testis)	2615	0.063	0.117
29	ACAT1	acetyl-Coenzyme A acetyltransferase 1 (acetoacetyl Coenzyme A thiolase)	2674	0.062	0.120
30	CLPX	ClpX caseinolytic peptidase X homolog (E. coli)	2697	0.062	0.125
31	L2HGDH	L-2-hydroxyglutarate dehydrogenase	2736	0.061	0.128
32	AIFM1	Apoptosis Inducing Factor, Mitochondria Associated 1	2820	0.060	0.130
33	SUCLA2	succinate-CoA ligase, ADP-forming, beta subunit	2846	0.060	0.134
34	HCCS	holocytochrome c synthase (cytochrome c heme-lyase)	2931	0.058	0.136
35	RHOT1	ras homolog gene family, member T1	2974	0.058	0.139
36	BCKDHA	branched chain keto acid dehydrogenase E1, alpha polypeptide	3019	0.057	0.142
37	ACADSB	acyl-Coenzyme A dehydrogenase, short/branched chain	3061	0.056	0.146
38	TRNT1	tRNA nucleotidyl transferase, CCA-adding, 1	3237	0.053	0.142
39	ABCE1	ATP-binding cassette, sub-family E (OABP), member 1	3317	0.052	0.143
40	TFB2M	transcription factor B2, mitochondrial	3417	0.051	0.143
41	GBAS	glioblastoma amplified sequence	3429	0.050	0.148
42	ETFA	electron-transfer-flavoprotein, alpha polypeptide (glutaric aciduria II)	3444	0.050	0.151
43	HTRA2	HtrA serine peptidase 2	3461	0.050	0.155
44	HSPD1	heat shock 60kDa protein 1 (chaperonin)	3504	0.049	0.158
45	POLG	polymerase (DNA directed), gamma	3642	0.048	0.156
46	GCDH	glutaryl-Coenzyme A dehydrogenase	3649	0.048	0.160
47	NIPSNAP1	nipsnap homolog 1 (C. elegans)	3769	0.046	0.159
48	TIMMDC1	Translocase of inner mitochondrial membrane domain-containing protein 1	3775	0.046	0.163
49	ACADVL	acyl-Coenzyme A dehydrogenase, very long chain	3802	0.046	0.166
50	PCCB	propionyl Coenzyme A carboxylase, beta polypeptide	3920	0.045	0.164
51	MARS2	methionine-tRNA synthetase 2 (mitochondrial)	4159	0.042	0.157
52	BID	BH3 interacting domain death agonist	4214	0.042	0.158
53	COX15	COX15 homolog, cytochrome c oxidase assembly protein (yeast)	4259	0.041	0.160
54	HADH	hydroxyacyl-Coenzyme A dehydrogenase	4307	0.041	0.162
55	DECR1	2,4-dienoyl CoA reductase 1, mitochondrial	4355	0.040	0.163
56	NDUFS1	NADH dehydrogenase (ubiquinone) Fe-S protein 1, 75kDa (NADH-coenzyme Q reductase)	4356	0.040	0.167
57	OXCT1	3-oxoacid CoA transferase 1	4385	0.040	0.169
58	BCKDK	branched chain ketoacid dehydrogenase kinase	4435	0.040	0.171
59	TRIAP1	TP53 regulated inhibitor of apoptosis 1	4508	0.039	0.171
60	PINK1	PTEN induced putative kinase 1	4586	0.038	0.171
61	MRPS28	mitochondrial ribosomal protein S28	4607	0.038	0.173
62	MRPL52	mitochondrial ribosomal protein L52	4667	0.037	0.174
63	PGS1	phosphatidylglycerophosphate synthase 1	4719	0.037	0.175
103	PTGES2	prostaglandin E synthase 2	5367	0.049	0.343

**Table 3:** Core enrichment gene list of GSEA for inflammatory response genes in female mice.

	**Gene symbol**	**Gene title**	**Rank in gene list**	**Rank metric score**	**Enrichment score**
1	MSR1	macrophage scavenger receptor 1	19680	−0.083	−0.255
2	ATP2C1	ATPase, Ca++ transporting, type 2C, member 1	19712	−0.084	−0.250
3	TLR2	toll-like receptor 2	19727	−0.084	−0.243
4	PTGER2	prostaglandin E receptor 2 (subtype EP2), 53kDa	19750	−0.085	−0.237
5	CCL22	chemokine (C-C motif) ligand 22	19779	−0.086	−0.231
6	OSMR	oncostatin M receptor	19980	−0.092	−0.232
7	C3AR1	complement component 3a receptor 1	20005	−0.092	−0.225
8	LTA	lymphotoxin alpha (TNF superfamily 1)	20034	−0.093	−0.218
9	NMI	N-myc (and STAT) interactor	20051	−0.094	−0.211
10	HPN	hepsin (transmembrane protease, serine 1)	20065	−0.094	−0.203
11	TLR3	toll-like receptor 3	20088	−0.095	−0.196
12	SLAMF1	signaling lymphocytic activation molecule family member 1	20116	−0.096	−0.189
13	EREG	epiregulin	20234	−0.100	−0.186
14	OLR1	oxidised low density lipoprotein (lectin-like) receptor 1	20359	−0.106	−0.182
15	ACVR2A	activin A receptor, type IIA	20453	−0.110	−0.177
16	DCBLD2	discoidin, CUB and LCCL domain containing 2	20543	−0.114	−0.171
17	STAB1	stabilin 1	20587	−0.117	−0.163
18	SCN1B	sodium channel, voltage-gated, type I, beta	20593	−0.118	−0.153
19	MYC	v-myc myelocytomatosis viral oncogene homolog (avian)	20604	−0.118	−0.143
20	CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	20699	−0.124	−0.137
21	ATP2B1	ATPase, Ca^++^ transporting, plasma membrane 1	20788	−0.129	−0.130
22	CD14	CD14 molecule	20971	−0.143	−0.126
23	RNF144B	Ring Finger Protein 144B	21103	−0.157	−0.119
24	NPFFR2	neuropeptide FF receptor 2	21108	−0.158	−0.105
25	PTPRE	protein tyrosine phosphatase, receptor type, E	21116	−0.159	−0.092
26	PCDH7	BH-protocadherin (brain-heart)	21188	−0.168	−0.081
27	HIF1A	hypoxia-inducible factor 1, alpha subunit (basic helix-loop-helix transcription factor)	21349	−0.187	−0.072
28	ABI1	abl-interactor 1	21353	−0.187	−0.056
29	ABCA1	ATP-binding cassette, sub-family A (ABC1), member 1	21458	−0.212	−0.042
30	GNAI3	guanine nucleotide binding protein (G protein), alpha inhibiting activity polypeptide 3	21522	−0.225	−0.026
31	TIMP1	TIMP metallopeptidase inhibitor 1	21757	−0.434	0.001

**Table 4:** Core enrichment gene list of GSEA for inflammatory response genes in male mice.

	**Gene symbol**	**Gene title**	**Rank in gene list**	**Rank metric score**	**Enrichment score**
1	TIMP1	TIMP metallopeptidase inhibitor 1	3	0.804	0.061
2	CD48	CD48 molecule	30	0.397	0.091
3	CD14	CD14 molecule	59	0.322	0.114
4	SCN1B	sodium channel, voltage-gated, type I, beta	76	0.303	0.136
5	CYBB	cytochrome b-245, beta polypeptide (chronic granulomatous disease)	96	0.273	0.156
6	CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	159	0.227	0.171
7	OSMR	oncostatin M receptor	163	0.223	0.188
8	C3AR1	complement component 3a receptor 1	215	0.200	0.201
9	CCL7	chemokine (C-C motif) ligand 7	246	0.188	0.214
10	ICAM4	intercellular adhesion molecule 4 (Landsteiner-Wiener blood group)	269	0.182	0.227
11	MYC	v-myc myelocytomatosis viral oncogene homolog (avian)	300	0.175	0.238
12	EMR1	egf-like module containing, mucin-like, hormone receptor-like 1	332	0.167	0.250
13	GCH1	GTP cyclohydrolase 1 (dopa-responsive dystonia)	452	0.148	0.256
14	TLR2	toll-like receptor 2	460	0.147	0.267
15	CCL2	chemokine (C-C motif) ligand 2	529	0.139	0.274
16	IL18	interleukin 18 (interferon-gamma-inducing factor)	569	0.136	0.283
17	EMP3	epithelial membrane protein 3	627	0.132	0.290
18	PTPRE	protein tyrosine phosphatase, receptor type, E	654	0.130	0.299
19	EREG	epiregulin	695	0.128	0.307
20	STAB1	stabilin 1	870	0.117	0.308
21	FZD5	frizzled homolog 5 (Drosophila)	891	0.117	0.316
22	RHOG	ras homolog gene family, member G (rho G)	968	0.112	0.321
23	SERPINE1	serpin peptidase inhibitor, clade E, member 1	1019	0.110	0.327
24	SRI	sorcin	1079	0.108	0.332
25	SLC7A2	solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	1090	0.108	0.340
26	CCL24	chemokine (C-C motif) ligand 24	1246	0.102	0.341
27	LIF	leukemia inhibitory factor (cholinergic differentiation factor)	1273	0.101	0.347
28	SEMA4D	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D	1374	0.099	0.350
29	CMKLR1	chemokine-like receptor 1	1397	0.098	0.357
30	P2RX4	purinergic receptor P2X, ligand-gated ion channel, 4	1426	0.097	0.363
31	SLC31A1	solute carrier family 31 (copper transporters), member 1	1443	0.097	0.370
32	IL6	interleukin 6 (interferon, beta 2)	1634	0.092	0.368
33	CHST2	carbohydrate (N-acetylglucosamine-6-O) sulfotransferase 2	1747	0.089	0.369
34	ITGA5	integrin, alpha 5 (fibronectin receptor, alpha polypeptide)	1890	0.086	0.369
35	HBEGF	heparin-binding EGF-like growth factor	1894	0.086	0.376
36	CX3CL1	chemokine (C-X3-C motif) ligand 1	1920	0.086	0.381

# Supplementary material for: Inflammatory and mitochondrial gene expression data in GPER-deficient cardiomyocytes from male and female mice
**Source:** Data Brief. 2016 Nov 23;10:465–73. doi: 10.1016/j.dib.2016.11.057
**Supplement:** Application 1

# Conflicts of Interest Statement

---

Manuscript title: Inflammatory and mitochondrial gene expression data in GPER-deficient cardiomyocytes from male and female mice

---

---

The authors whose names are listed immediately below certify that they have NO affiliations with or involvement in any organization or entity with any financial interest (such as honoraria; educational grants; participation in speakers' bureaus; membership, employment, consultancies, stock ownership, or other equity interest; and expert testimony or patent-licensing arrangements), or non-financial interest (such as personal or professional relationships, affiliations, knowledge or beliefs) in the subject matter or materials discussed in this manuscript.

**Author names:**

Hao Wang  
Xuming Sun  
Jeff Chou  
Marina Lin  
Carlos M. Ferrario  
Gisele Zapata-Sudo  
Leanne Groban

The authors whose names are listed immediately below report the following details of affiliation or involvement in an organization or entity with a financial or non-financial interest in the subject matter or materials discussed in this manuscript. Please specify the nature of the conflict on a separate sheet of paper if the space below is inadequate.

**Author names:**

This statement is signed by all the authors to indicate agreement that the above information is true and correct (a photocopy of this form may be used if there are more than 10 authors):

Author's name (typed)

Author's signature

Date

Hao Wang

Xuming Sun

Jeff Chou

Marina Lin

Carlos M. Ferrario

Gisele Zapata-Sudo

Leanne Groban

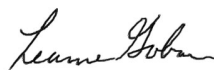

28 Nov 2016

28 Nov 2016

# Supplementary material for: Inflammatory and mitochondrial gene expression data in GPER-deficient cardiomyocytes from male and female mice
**Source:** Data Brief. 2016 Nov 23;10:465–73. doi: 10.1016/j.dib.2016.11.057
**Supplement:** Application 2

# Conflicts of Interest Statement

---

Manuscript title: Inflammatory and mitochondrial gene expression data in GPER-deficient cardiomyocytes from male and female mice

---

---

The authors whose names are listed immediately below certify that they have NO affiliations with or involvement in any organization or entity with any financial interest (such as honoraria; educational grants; participation in speakers' bureaus; membership, employment, consultancies, stock ownership, or other equity interest; and expert testimony or patent-licensing arrangements), or non-financial interest (such as personal or professional relationships, affiliations, knowledge or beliefs) in the subject matter or materials discussed in this manuscript.

**Author names:**

Hao Wang  
Xuming Sun  
Jeff Chou  
Marina Lin  
Carlos M. Ferrario  
Gisele Zapata-Sudo  
Leanne Groban

The authors whose names are listed immediately below report the following details of affiliation or involvement in an organization or entity with a financial or non-financial interest in the subject matter or materials discussed in this manuscript. Please specify the nature of the conflict on a separate sheet of paper if the space below is inadequate.

**Author names:**

This statement is signed by all the authors to indicate agreement that the above information is true and correct (a photocopy of this form may be used if there are more than 10 authors):

Author's name (typed)

Author's signature

Date

Hao Wang

Xuming Sun

Jeff Chou

Marina Lin

Carlos M. Ferrario

Gisele Zapata-Sudo

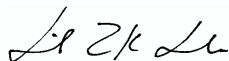

Leanne Groban

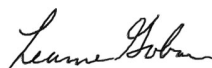

28 Nov 2016

This statement is signed by all the authors to indicate agreement that the above information is true and correct (a photocopy of this form may be used if there are more than 10 authors):

Author's name (typed)

Author's signature

Date

Hao Wang

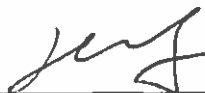

11/28/2016

Xuming Sun

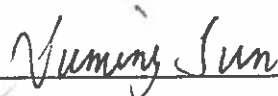

11/28/2016

Jeff Chou

Marina Lin

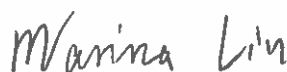

11/28/2016

Carlos M. Ferrario

Gisele Zapata-Sudo

Leanne Groban

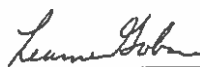

28 Nov 2016

This statement is signed by all the authors to indicate agreement that the above information is true and correct (a photocopy of this form may be used if there are more than 10 authors):

Author's name (typed)

Author's signature

Date

Hao Wang

Xuming Sun

Jeff Chou

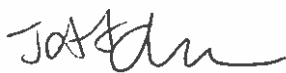

11/28/2016

Marina Lin

Carlos M. Ferrario

Gisele Zapata-Sudo

Leanne Groban

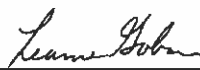

28 Nov 2016

How the deposited data were processed for this re-analysis (not part of the article)

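RNA of ventricular cardiomyocytes from 16 adult mice was profiled on Affymetrix GeneAtlas MG-430 PM arrays, with 1 array per mouse and 4 mice each of female GPER KO, female intact, male GPER KO and male intact groups. The authors' processing notes name RMA and Partek, with no version, and the deposited values are log2 values per probe set. RMA as usually run includes background correction, quantile normalization and summary of probes, and the array medians of 3.47 to 3.51 differ by little. No scanner signals were used here, so those steps were not repeated. The 4 arrays per group limit the precision.

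Probe sets were named through the platform annotation given with the series, with symbols updated through Entrez identifiers to the RefSeq gene table of assembly GRCm38.p6, which matched 28689 of the 28898 probe sets with 1 gene. Probe sets with several genes or none were left out of gene tests. Of the genes, 7180 have several probe sets, and the one with the highest mean over all arrays was used. A total of 206 of the 233 rows of Tables 1 to 4 could be matched to a measured gene, and the other 27 rows are not analysed here. A row for PTGES2 that stands at the end of Table 2 and repeats a row of Table 1 was left out of Table 2.

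Genes were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes) on 4 group means over all 16 arrays, with no filter. The contrasts were GPER KO minus intact in each sex, the difference of these between the sexes (male minus female), and male minus female among intact mice. Adjusted p-values are from the Benjamini-Hochberg method over 17097 genes, with a threshold of 0.05. Gene lists were 33 lists of functions and 13 lists of cell type markers, written from general knowledge before the data were examined, when Tables 1 to 4 had already been read. They were tested with limma's camera with a preset correlation of 0.01, adjusted over the 45 lists with at least 3 measured genes. A list of ketone body genes had 2 measured members and was not tested. Camera with an estimated correlation and fry, which tests whether the genes of a list move on balance in 1 direction, were alternatives. No list held with an estimated correlation in females, in males or in the difference between the sexes. The lowest adjusted p with it was 0.475 in females, 0.0622 in males and 0.752 for the difference between the sexes. Fry called 3 lists in females, 8 in males and 0 for the difference. List means per array were also compared between genotypes by exact permutation tests.

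GSEA's running-sum score, with weight 1, was computed on the ranked genes of each sex, with an exact two-sided p from all 70 assignments of genotype to 8 arrays. The paper names GSEA but neither its ranking metric nor its permutation, and the difference of mean log2 values was the ranking set here beforehand.

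Genes named in the text follow a rule. It takes Gper1, then, in each contrast, up to 10 called genes per direction with the largest log2 fold change whose groups do not overlap. Where fewer than 5 of a direction pass, it takes the 5 with the smallest unadjusted p, as values. It takes the genes in both Table 3 and Table 4, and the genes with the 5 highest scores in each table and among genes shared by Tables 1 and 2. It takes up to 4 called members of each list described, or 2 uncalled ones. Outside the rule, Hdlbp and Mal, Acat1, Timm10, Myl4 and Myl7, Adgre1, Uxt, and Mpeg1 and Cd68 in males were named after their values were seen, because counts or comparisons in the text rest on them. So were the values in the other sex of genes the rule takes in 1 sex, and the genes whose scores differ from those of the paper.

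The gene test was tried on simulated data with 100 genes changed by 0.5 and 100 by 1 (log2) in 1 sex among 17097 genes. In the female comparison it called 79% of the former and 94% of the latter, with 7 false calls, and in the male comparison 83% and 99%, with 12 false calls.

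The alternatives fixed before the data were examined were the mean of a gene's probe sets, the highest probe set on each array, a filter that keeps genes above the 40 percentile of probe sets on at least 4 arrays, quantile normalization applied again, centring of each array on its median, array weights, a block of low and high animal numbers, each array left out in turn, the arrays of 1 sex alone, eBayes with trend and robust settings, every probe set, other tests of lists, list members outside the paper's tables and other ranking metrics. Animal numbers are unique, so no animals are paired, and neither the labels nor the paper's text name the array strips or days of processing. Leaving out female intact 421 and 422 together, and the signal-to-noise ratio without a lower limit on the SD, were chosen after seeing the data.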

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

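The tests of the macrophage markers, of a recombinase and of female intact 422 were chosen after the results were seen, and so was the setting without female intact 421 and 422. The other tests were set beforehand.

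Chance can be excluded for the number of genes called in each sex. Among the 35 splits of the 8 female arrays, only the real one, 1 split, called as many as 48 genes, and the highest other count was 4. Among the 35 splits of the male arrays the real one, 1 split, called 106, against 9 at most in the others. For male minus female among intact mice the real split, 1 of 35, called 99, against 8. For the difference between the sexes limma called 0 genes (1875 at an unadjusted p under 0.05), a count that all 100 relabellings reach whatever the data, with 14 at most, so the relabellings say nothing there. For gene lists by camera, the real male split called 19 lists, against 17 at most in the others, and was the 1 split of 35 with as many. The real female split called 14, and 2 of 35 splits called as many, the highest other being 14, so chance cannot be excluded for that count. For the difference between the sexes 67 of 100 relabellings called at least the 5 lists of the real one, with 18 at most, so chance cannot be excluded.

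The paper reports on mitochondrial and inflammatory genes, and most genes called here lie outside its tables. Of the genes called, 44 in females, 103 in males and 16 of those in both sexes are in none of Tables 1 to 4.

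Macrophage markers were the first pattern followed up, since the paper lists 2 of them (Cd14 and Adgre1) among inflammatory response genes and does not treat them as a group, and their shift in males had an adjusted p of 1.09e-17 (camera; adjusted p = 0.158 with an estimated correlation, and exact permutation p = 0.0571 for the list means). A lower share of cardiomyocytes in the GPER KO preparations would raise the markers of every other cell type alike. In males the macrophage mean less the endothelial mean, taken per mouse, was -1.54 ± 0.10 (SD, n = 4) in GPER KO and -2.37 ± 0.29 (SD, n = 4) in intact mice. The difference of 0.826 (standard error over mice 0.16, exact permutation p = 0.0286, the smallest possible) argues against a lower share as the whole cause. That p-value is not independent of the pattern, because the difference includes the macrophage rise already seen. The endothelial mean alone changed by -0.324 (standard error over mice 0.205, exact permutation p = 0.143), where a lower share calls for a rise. More macrophages or macrophage RNA remains open, because the 95.7% of markers above intact (22 of 23) are the genes that drew attention to the pattern and cannot test it. A wide inflammatory response of the cardiomyocytes themselves also remains open, because the 157 other genes of the inflammatory response list had a mean change of 0.0279 in males (standard error over genes 0.0157), which decides neither way. The cells were strained to remove tissue debris and spun at low speed, and no sorting is described. How far these steps removed small cells was not measured. Whether GPER loss in cardiomyocytes brings in macrophages was not tested.

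Long genes among those called lower were the second pattern. The 37 genes called lower in either sex had a median length percentile of 80.5 among genes of the same expression level (gene spans of GRCm38.p6), and none of the random sets drawn was as high (permutation p = 1e-04, the smallest possible). The 99 genes called higher that have a length had a median percentile of 30.6. A length-dependent bias of the arrays or RNA is argued against as the whole cause, since 86.5% of the lower genes (32 of 37) were still called lower once each array's trend with gene length was removed, and genes linked to the Gper1 locus are argued against, since 1 of 17 genes called in both sexes lies on chromosome 5, that of Gper1. A recombinase acting at other sites of the genome may also lower long genes, which offer more sites, and the percentile of 80.5 does not part it from loss of GPER, since the labels and the paper's text do not say whether the control mice, called wild type or intact, carry a recombinase. Of 4 X-linked genes among the 37, Dmd (-2.26 in males, -0.85 in females) and Prrg1 (-0.79, -0.06) had the lower value in males, which have 1 copy, and Maob (-0.48, -0.84) and Uxt (0.02, -0.42) in females, and none of these differences passed the test (adjusted p of 0.426 to 0.430).

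Female intact 422 was the third pattern, for its clock and PPAR alpha target genes. Its genes in phase with Dbp had a mean 0.92 below the other 3 female intact arrays (log2 difference -0.92), its genes in phase with Arntl differed by 0.57, its PPAR alpha targets by 0.62 and its glucocorticoid response genes by 0.59. Lower quality of the whole array cannot be told apart from a difference of that mouse, because 422 has the lowest array weight (0.601) while the median deviation of 38 other lists ranks 2 among the 16 arrays. Another hour of heart removal or another feeding state of that mouse also stays open, because the genes counted, with 8 of 11 Dbp-phase genes lowest and 3 of 5 Arntl-phase genes highest on 422, are those that made the array stand apart and move together. Neither the labels nor the paper's text give the hour, so no biological explanation was tested further.

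In 5 gene lists camera found a difference between the effects in males and females. The adjusted p was 9.74e-11 for the cytosolic ribosome, 3.87e-08 for the mitochondrial ribosome, 0.00566 for clock output genes, 0.0121 for macrophage markers and 0.0214 for X-linked genes expressed from both X chromosomes. The male minus female means were 0.21, 0.17, -0.39, 0.26 and -0.29, and with an estimated correlation the adjusted p of each was 0.752. Without female intact 421 and 422 the values were 0.16 (adjusted p = 0.0730) for macrophage markers, -0.13 (adjusted p = 0.152) for X-linked genes and -0.25 (adjusted p = 0.0150) for clock output genes. Clock output genes lost the call without female intact 422 (-0.16, adjusted p = 0.0785) or male GPER KO 444 (-0.21, adjusted p = 0.101). Macrophage markers lost it without female GPER KO 417 (adjusted p = 0.0596) or 419 (0.0599), male GPER KO 431 (0.0532) or 444 (0.270), or male intact 452 (0.0656). X-linked genes lost it without female GPER KO 417 (adjusted p = 0.0596), female intact 421 (0.0625), male intact 433 (0.0522) or male GPER KO 444 (0.0740).

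In 32 of 420 groups of 4 arrays, 1 array lay far from the other 3 by Dixon's test (gap over range), where chance gives about 21. For list means the ratio was 0.857 for PPAR alpha targets and 0.851 for apoptosis and p53 targets (both male intact 433), 0.858 for the citric acid cycle (female intact 418), 0.936 for the unfolded protein response (male intact 430), 0.864 for clock output genes (male GPER KO 444), 0.876 and 0.845 for Y-linked genes (female intact 425 and male GPER KO 444) and 0.879 for all mitochondrial genes (female GPER KO 417). In females it was 0.837 for Gper1 (intact 421), 0.863 and 0.955 for Abi1 (intact 418 and GPER KO 427), 0.845 for Dut (GPER KO 419), 0.833 for Hyou1 (GPER KO 427), 0.858 for Pdgfd and 0.959 for Pdk4 (both intact 422) and 0.880 for Prrg1 (intact 425). In male intact mice it was 0.922 for Exoc2, 0.883 for Osmr, 0.831 for Pcdh7 and 0.866 for Pklr (all 453), and 0.861 for Kdm5c and 0.926 for Ptpre (both 452). In male GPER KO mice it was 0.865 for B3galt2, 0.904 for Hif1a, 0.834 for Kdm5c and 0.905 for Ro60 (all 444), 0.912 for Cd74, 0.902 for Exoc2 and 0.844 for Lyz2 (all 451), and 0.876 for Alas2, 0.870 for Dut and 0.879 for Gm11716 (all 432).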

How the results depend on the processing

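The settings without female intact 421 and 422 and without a limit on the SD were chosen after the results were seen. The number of genes called for the difference between the sexes stayed at 0 under every alternative run, and the cause of the changes below was not tested, apart from the filter on the paper's tables. For male minus female among intact mice the 99 calls became 43 with the mean of probe sets, 48 with the highest probe set on each array, 50 with arrays centred on their median, 46 with array weights and 33 with the animal number block, and quantile normalization applied again gave 39 higher and 85 lower calls against 48 and 51. Array weights gave 181 calls in males. The fit on the arrays of the sex alone gave 13 calls in females and 66 in males, and it does not apply to the comparisons between sexes. With an estimated correlation the lists called were 0 in females, 0 in males and 0 for the difference between the sexes, and with fry they were 3, 8 and 0. The female mitochondrial score of -0.482 became -0.442 (exact p = 0.114) without dim genes, -0.504 (0.0857) with array weights, -0.482 (0.0556) with the animal number block, whose 36 assignments cannot give a p under 0.05, -0.408 (0.257) with members in none of the paper's tables, a filter that weakens it by construction, and -0.305 (0.286) with the signal-to-noise ratio. With members in none of the paper's tables the inflammatory response score was -0.391 in females and -0.428 in males, but the tables were chosen on these arrays, so leaving out their genes lowers the score by construction and tests nothing. The male mitochondrial score had an exact permutation p of 0.171. Limma's camera test of the same genes gave p = 0.000212 at the preset correlation of 0.01. No value with an estimated correlation is given for this union of lists, and no list was called with one in males. Without dim genes 0% of Table 3 genes were lower. The setting without female intact 421 and 422 gave 10 genes in females, 7 for male minus female among intact mice, a mitochondrial score of -0.506 (exact p = 0.0667, the smallest its 15 assignments allow), 7.61% of Table 1 genes higher and a correlation of female and male changes of 0.351 (p = 0.02 from 100 relabellings). The median difference from the paper's rank metric scores was 0.115 for the difference of means, 0.000267 for the signal-to-noise ratio, 1.90 for the t statistic of GSEA, 10.1 for the difference of linear means and 0.652 for the signal-to-noise ratio without a limit on the SD.

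With each array left out in turn, the calls ranged from 20 (without intact 421) to 159 (without intact 425) in females, from 53 (without intact 430) to 102 (without GPER KO 444) in males and from 13 (without female intact 422) to 378 (without female intact 425) for male minus female among intact mice. Lists ranged from 11 to 15 in females, 14 to 22 in males and 3 (without female GPER KO 417) to 8 (without male intact 430) for the difference. Mitochondrial scores ranged from -0.537 to -0.404 in females and -0.414 to -0.306 in males, and inflammatory response scores from -0.218 (without intact 418) to 0.317 in females and 0.293 to 0.397 in males. The share of Table 4 genes higher ranged from 90.9% to 100%, and the correlation of female and male changes from -0.0254 (without male GPER KO 444) to 0.216. Gper1 in males turned to -0.036 without intact 430, -0.01 without GPER KO 431 and -0.0033 without GPER KO 432, and was 0.063 without intact 453, and in females to 0.0024 without intact 421 and 422, in no case with a call. In 2995 comparisons of named genes 2668 kept their direction and side of the threshold, 299 lost a call and 24 gained one. The most gene calls were lost without female intact 421 and 422 (28) and without male intact 452 (23), 430 (22) or 433 (22). Without dim genes 0 were lost. In 705 comparisons of lists 563 kept their direction and side of the threshold and 142 lost a call. No background signal per probe set was used here, so how far a low signal limits single genes was not assessed.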

Differences from the paper's values

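The rank metric scores of the paper were set beside GSEA's signal-to-noise ratio computed here, with the sign as in each table. Of 206 genes, 11 differ by sign or by more than the jackknife standard error over the arrays. Both scores rest on the same arrays, so this error is a loose limit. By a stricter limit, 183 of the 206 genes lay within 0.001 of the paper's score. In Table 1 Acot2 was 0.253 here and the paper's value is 0.13, Cox11 was 0.139 and the paper's is 0.058, Pitrm1 was 0.234 and the paper's is 0.067, Tbrg4 was 0.0299 and the paper's is 0.085, and Thg1l was -0.0473 and the paper's is 0.049. In Table 2 Acot2 was 0.131 and the paper's is 0.073. In Table 3 Abi1 was 0.0768 and the paper's is -0.187, and Dcbld2 was -0.0454 and the paper's is -0.114. In Table 4 Chst2 was -0.0241 and the paper's is 0.089, Itga5 was -0.0803 and the paper's is 0.086, and Slc7a2 was 0.000532 and the paper's is 0.108.

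Among the alternatives set before the data were examined, Slc7a2 came within the error with the mean of probe sets (0.0603) and with the highest probe set on each array (0.1075). The second value is close to the paper's 0.108 for Slc7a2, which thus came within the error under both. Acot2 in Table 1 came within the error without female intact 418, 421 or 422 or GPER KO 427, Pitrm1 without female intact 418 or 421 or GPER KO 419 or 426, Cox11 without female GPER KO 417 or 419 or intact 418, and Acot2 in Table 2 without male intact 452 or 453. Scores from all arrays matched the paper for most genes, so coming within the error without 1 array does not explain a difference. Tbrg4, Thg1l, Abi1, Dcbld2, Chst2 and Itga5 differed under every one of these alternatives that was run for them. For Thg1l, Abi1 and Itga5 both probe set alternatives returned the main value, so they could not test the choice of probe set. The number of differing genes was 35 with the mean of probe sets, 10 with the highest probe set on each array, 12 with quantile normalization applied again, 11 with arrays centred on their median and, of 183 genes left, 7 without dim genes.

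As to the number of genes compared, the paper gives 21,782 and 17097 were tested here. The paper gives core enrichment genes of the inflammatory response in both sexes, while the list as a whole was not called here in females (adjusted p = 0.566) or males (adjusted p = 0.577). Table 3 and Table 4 genes lay above intact for 28 of 29 and 31 of 33 genes, in the direction of the tables. The paper states no threshold for single genes.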

Other observations

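The setting without female intact 421 and 422 was chosen after the results were seen. Genes of hypertrophy and the fetal programme rose in male GPER KO cardiomyocytes. In males 16 of 20 were above intact, with a mean log2 fold change of 0.39 and a median of 0.15 (camera, adjusted p = 0.000242; adjusted p = 0.158 with an estimated correlation). Nppa, Ankrd1 and Nppb, which encodes brain natriuretic peptide (1.00, standard error 0.20, adjusted p = 0.0323), were called, and 6 genes were higher when adjusted over the list alone. Markers of atrial cardiomyocytes and conduction, which share Nppa, Myl7 and Myl4 with that list, moved further in males (4 of 6 above intact, mean 0.64, exact permutation p = 0.0571 for the list means) and did not pass (camera, adjusted p = 0.0758). The atrial light chain genes Myl7 and Myl4 had 1.38 (adjusted p = 0.548) and 1.16 (adjusted p = 0.567) in males and -1.22 and -1.11 in females, with no call. In females 10 of the hypertrophy genes were above and 10 below intact, with a mean of 0.11, a median of -0.00146 and an adjusted p of 0.0342 (adjusted p = 0.605 with an estimated correlation). Nppa and Ankrd1 were called there and 5 genes were higher over the list alone. Myl7 and Myl4 moved in opposite directions in the sexes, so they widen the distance between the male and female means of the hypertrophy list. The means without them were not computed. The difference between the sexes for this list, male minus female, was 0.28 and did not pass (camera, adjusted p = 0.562). The female mean was 0.17 without intact 422, and the call was lost without intact 418 (0.07, adjusted p = 0.0542) or 425 (0.06, 0.110) or GPER KO 426 (0.08, 0.100) or 427 (0.12, 0.0720). Collagen and extracellular matrix genes rose in males (33 of 38 above intact, mean 0.24, adjusted p = 3.01e-05; adjusted p = 0.419 with an estimated correlation), where Timp1 and Thbs4, a thrombospondin, with 0.70 (adjusted p = 0.0215), were called and 8 genes were higher over the list alone. In females 27 of 38 were above intact, with a mean of 0.15 (adjusted p = 0.00316; adjusted p = 0.729 with an estimated correlation), 0 were called, 2 were higher and 1 lower over the list alone, and Postn had 0.76 (adjusted p = 0.333); without intact 418 the mean was 0.08 (adjusted p = 0.184). Genes of apoptosis and p53 targets rose in females (17 of 27 above intact, mean 0.09, adjusted p = 0.0342, and 0.475 with an estimated correlation) with Phlda3 called. Over the list alone 2 genes were higher and 2 lower. The list lost the call without GPER KO 417 (adjusted p = 0.101) or intact 421 (0.0972). In males 17 of 27 were also above intact, with a mean of 0.07, and the list did not pass (camera, adjusted p = 0.295). Fry gave this list an adjusted p of 0.0741 in females and 0.0393 in males.

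Cytosolic ribosome genes rose in males, and a fall in females depended on single arrays. In males all 42 were above intact, with a mean of 0.13 (camera, adjusted p = 1.38e-09; adjusted p = 0.428 with an estimated correlation) and 1 called, Rpl3, with 0.69 (adjusted p = 0.00165). In females 37 of 42 were below intact, with a mean of -0.07 (adjusted p = 0.00627; adjusted p = 0.823 with an estimated correlation) and 0 called. The female call was lost without GPER KO 417 (adjusted p = 0.0922), intact 421 (-0.05, 0.127) or GPER KO 427 (0.0745), and the mean was -0.11 without GPER KO 419 and -0.01 (adjusted p = 0.675) without intact 421 and 422. The difference between the sexes had an adjusted p of 0.752 with an estimated correlation. The male mean was 0.09 without intact 430. Among intact mice the male minus female mean of this list was -0.26, with all 42 genes lower in males, 7 called and 38 lower when adjusted over the list alone (adjusted p = 2.81e-25; adjusted p = 0.441 with an estimated correlation). Antioxidant and NRF2 target genes rose in males, with 16 of 19 above intact and a mean of 0.15 (adjusted p = 0.00594; adjusted p = 0.428 with an estimated correlation), and Gpx3, a secreted glutathione peroxidase, had 0.71 (adjusted p = 0.0580); without intact 433 the list had an adjusted p of 0.0565. Genes of autophagy and the lysosome (19 of 24 above intact, mean 0.08, adjusted p = 0.0186; adjusted p = 0.428 with an estimated correlation, Gabarap called), of the unfolded protein and integrated stress response (23 of 28, mean 0.09, adjusted p = 0.0279; adjusted p = 0.394 with an estimated correlation) and B cell markers (6 of 7, mean 0.20, adjusted p = 0.0494; adjusted p = 0.393 with an estimated correlation) also rose in males. In the last list the median was 0.06, well below its mean. There Cd74, an invariant chain that macrophages also express, was called, with 1.05 (adjusted p = 0.00164). Autophagy lost the call without intact 430 (0.05, adjusted p = 0.102) or GPER KO 451 (0.0570), the stress response without intact 430 (0.0578) or GPER KO 451 (0.0951), and B cell markers without GPER KO 431 (0.0625), 444 (0.0641) or 451 (0.0570) or intact 433 (0.0513) or 453 (0.203). PPAR alpha targets fell in females (18 of 20 below intact, mean -0.30, adjusted p = 0.000640; adjusted p = 0.640 with an estimated correlation), with a mean of -0.15 (adjusted p = 0.00629) without intact 422 and -0.08 (adjusted p = 0.141) without intact 421 and 422. In males (13 of 20, mean -0.10, adjusted p = 0.0417; adjusted p = 0.537 with an estimated correlation) they lost the call without intact 430 (adjusted p = 0.0928), 452 (0.0772) or 453 (0.0672) or GPER KO 431 (0.0524), 444 (0.112) or 451 (0.0534). Clock output genes fell in males, with 10 of 11 below intact and a mean of -0.28 (adjusted p = 0.00851; adjusted p = 0.440 with an estimated correlation), and 0 were called; without GPER KO 444 the mean was -0.10 (adjusted p = 0.228). Y-linked genes fell in males (3 of 3, mean -0.27, adjusted p = 0.0116; adjusted p = 0.223 with an estimated correlation) and lost the call without intact 433 (adjusted p = 0.0513) or GPER KO 451 (0.0555), and X-linked genes expressed from both X chromosomes rose in females (4 of 5, mean 0.25, adjusted p = 0.00709; adjusted p = 0.561 with an estimated correlation), with 0.09 (adjusted p = 0.297) without intact 421 and 422.

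Endothelial markers fell in both sexes (camera, adjusted p = 0.00709 in females and 4.85e-07 in males; adjusted p = 0.787 and 0.398 with an estimated correlation), and fibroblast markers rose in females (12 of 16 above intact, mean 0.18, adjusted p = 0.0377; adjusted p = 0.787 with an estimated correlation). In males fibroblast markers had a mean as large (10 of 16 above intact, mean 0.19) and did not pass (adjusted p = 0.204). In females endothelial markers lost the call without intact 421 (-0.20, adjusted p = 0.0945) or 422 (-0.17, 0.0626) or GPER KO 427 (0.0992), and fibroblast markers without intact 418 (0.11, 0.286) or 425 (0.09, 0.522) or GPER KO 419 (0.0705), 426 (0.104) or 427 (0.0551).

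Without female intact 421 and 422 together, several female lists changed by more than 1.5 times or lost their call. The mean rose to 0.41 (adjusted p = 2.06e-08) for fibroblast markers, 0.30 (adjusted p = 1.47e-10) for collagen and extracellular matrix and 0.24 (adjusted p = 0.00430) for hypertrophy. It was -0.02 (adjusted p = 0.912) for endothelial markers, -0.01 (adjusted p = 0.675) for the cytosolic ribosome, 0.09 (adjusted p = 0.297) for X-linked genes and 0.08 (adjusted p = 0.221) for apoptosis and p53 targets, none of them called. Among mitochondrial lists, which kept their calls, it was -0.07 for the mitochondrial ribosome, -0.04 for complex I and -0.15 for branched-chain amino acid breakdown.

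On all arrays, markers of ventricular cardiomyocytes did not pass in females (mean -0.01, adjusted p = 0.855) or males (mean -0.04, adjusted p = 0.0765). Estrogen receptors and their classical targets, 14 genes, did not pass in females (mean 0.05, adjusted p = 0.542) or males (mean 0.14, adjusted p = 0.0519), where Lcn2 was called.

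Across 17097 genes, which are not independent replicates, the female and male changes had a Pearson r of 0.102, and 58 of 100 relabellings within each sex gave a value as far from 0. It was -0.0254 without male GPER KO 444, 0.216 without male GPER KO 451, 0.214 without female intact 422 and 0.205 without male intact 430. It was nearer 0 without female intact 418 (0.0357), 425 (0.0269), female GPER KO 426 (0.0142) or male intact 452 (0.00817) or 453 (0.0330), and it was 0.160 without male intact 433. Without female intact 421 and 422 the correlation of female and male changes was 0.351 (p = 0.02 from 100 relabellings).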
